A study of Mus musculus with 4 samples. Its data were reported in "Histone H3.3 ensures cell proliferation and genomic stability during myeloid cell development" (2026).

How the data were processed

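ATAC-seq uses the Tn5 transposase to insert sequencing adapters into open chromatin, so that read pile-ups mark accessible DNA. The 4 libraries were made from bone marrow-derived macrophages (BMDMs), which are macrophages grown from mouse bone marrow in medium conditioned by L929 cells for 6 to 8 days per the labels. WT and H3.3 conditional knockout (cKO) BMDMs were each represented by 2 biological replicates. In the cKO mice, the floxed genes for histone H3.3, H3f3a and H3f3b, are deleted in myeloid cells by Cre expressed from the Lyz2 (LysM) locus, and the study's WT mice carry the floxed genes without Cre. Group and replicate number were taken from the sample titles.

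The authors aligned paired reads to the mouse genome build mm10 with Bowtie2 and called peaks in each library separately with Genrich at its default settings, so each library has its own deposited peak list and no pooled list was used. Filters on reads, removal of duplicates and any shift of the read ends for the transposase were not stated. The main column used here was the authors' peak signal, the area under the significance curve that Genrich deposited for each peak. The deposited −log10 p-value column held the value at the summit, and the deposited score column was the same area scaled to the peak's length and limited at its maximum, which 82.6% to 87.2% of the peaks of a list had reached. Both were used only to describe the lists. The q-value column was −1 throughout. The lowest peak area was just above 200 in each list, which is the limit of the authors' peak caller, so a site slightly below this limit in a library is missing from its list. Peak areas depend on the depth of a library and were used only to rank or filter peaks within a list, as the percentile of the area among all peaks of that list. Lists held peaks on 20 chromosomes, with no peak on chromosome Y or the mitochondrial genome. Read depths were not analysed here and are unknown, so no interval for sequencing error could be given for a single peak.

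Peaks of the 4 lists that overlapped by at least 1 bp were merged into union regions. The merging was done in Python (pandas 2.3.3, numpy 2.4.6) with the rule that bedtools merge applies to overlaps. A region was called in a library if a peak of that library lay in it. Gained regions were called in both cKO libraries and neither WT library, and lost regions in both WT libraries and neither cKO library. Base-pair Jaccard indices came from bedtools 2.31.1. Regions were classified by their centre with the GENCODE M21 basic annotation of mm10, in the order promoter (1 kb upstream to 100 bp downstream of a transcription start site, TSS), exon, intron and intergenic. All 55450 annotated genes were used for the classes. Sequences came from the RefSeq assembly of the same build. Coordinates are 1-based.

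Peak number and covered length were compared by a two-sided exact permutation test over the 6 assignments of 2 labels to 4 libraries, which cannot give a p below 0.333. Counts of gained and lost regions were set against the same counts under the other 2 splits of the 4 libraries into pairs. Shares of gained and lost regions were compared by two-sided Fisher's exact tests (scipy 1.17.1) with Benjamini-Hochberg adjustment over 3 classes and over 7 motifs. For 4 gene lists, the union regions whose centre lay within 10 kb of a protein-coding TSS (28986 regions) were tested for an excess of gained or lost regions among those nearest to a gene of the list, with adjustment over 8 tests. The lists held 93 interferon-stimulated genes (ISGs), 50 p53 target genes, 50 sterol and lipid synthesis genes and 52 macrophage identity genes, and all of them were found in the annotation. They were compiled from general knowledge and are not the study's own lists. The study defined ISGs as genes upregulated in its own WT BMDMs after treatment with interferon-γ. Motifs were consensus sequences matched on either strand within 100 bp of the summit of the region's top-ranked peak: AP-1 (TGASTCA), PU.1 (GAGGAAGT), C/EBP (TTGCNNAA), the interferon-stimulated response element ISRE (GAAANNGAAA), NF-kB (GGGRNNYYCC), RUNX (AACCACA) and CTCF (CCASYAGRKGGC). Intervals are Wilson 95% intervals for a share, Newcombe intervals for a difference of shares and Woolf intervals for an odds ratio. These tests treat regions as the units, so they describe these 4 libraries, and the replication behind each is 2 libraries per genotype.

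The genes named in the text were fixed as those the study's text names for these tracks or for expression, with H3f3a and H3f3b first, each with the regions in the gene body and 10 kb on both sides. The result for 1 of these genes is not reported here. The 5 gained and 5 lost regions with the highest mean percentile were added. Lyz2, Xist, Firre, 4933407K13Rik and the genes at runs of gained regions are named in the closing section and were chosen after their values were seen, apart from 4933407K13Rik, chosen before its own values but after those of Xist and Firre. The design, tests, lists, motifs and most alternatives were fixed before the data were examined. Alternatives were a stricter peak threshold (each list's median area), lists of equal length (the 51955 top peaks of each), autosomes only, each library left out, calls only where peaks covered at least 50% of a region, union regions from 501 bp windows on the summits, absence only where no peak lay within 1 kb, a reciprocal overlap of at least 50% in place of the Jaccard index, values within each replicate number, a promoter of 2.5 kb on both sides, intergenic class by the whole region, a TSS within 50 kb, percentiles among 10000 random gene lists matched on the number of regions per gene, and motif matches within 50 bp. Classes from protein-coding genes only and motif odds ratios stratified by 10 bins of GC content (Mantel-Haenszel, statsmodels 0.14.6) were added after the data were seen. Matches to other genome positions were found with blastn 2.17.0.

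The scripts were tested on simulated data: peak lists over the 71243 union regions with 2000 planted gained and 4000 planted lost regions. All planted regions were recovered with 0 false calls. Every other simulated region was called in all 4 libraries or missing from a single library, so a false call could not arise. The outcome checks the code and gives no error rate for calls in the real lists. Interferon-stimulated genes were planted with a weight of 6 among gained regions, and the odds ratio came back as 6.34 (95% interval 4.44 to 9.07), with 0 of the other 17 tests passing. Tests of read counts were not run, since the files hold peaks.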

Results

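ATAC-seq measured chromatin accessibility in BMDMs of the WT and cKO genotypes, with 2 libraries for each. The WT lists held 55742 (replicate 1) and 64939 (replicate 2) peaks, and the cKO lists held 51955 (replicate 1) and 60884 (replicate 2) peaks. These lists covered 31.0 and 35.2 Mb of the genome in WT, and 28.4 and 32.7 Mb in cKO. The median peak width ranged from 407 to 450 bp.

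The deleted genes were examined first. H3f3a (ENSMUSG00000060743.12) lies on the reverse strand of chromosome 1 at 180800832 to 180813943. A region of 341 bp at 180811715 to 180812055, centred in an exon and covering exon 2 of transcript H3f3a-205 (180811799 to 180811949), was called in both WT libraries and in neither cKO library. Exon 2 is the exon that the study floxed. The peak was weak in WT, at percentiles 5.02 and 19.1 of the peak area, and it was not among the peaks kept when the lists were set to equal length, so that the region was no longer lost there. The promoter region of the gene (180812969 to 180814512) was called in all 4 libraries, with percentiles between 93.4 and 97.2. H3f3b (ENSMUSG00000016559.14) lies on the reverse strand of chromosome 11 at 116021912 to 116027962. Its region at 116023771 to 116024892 spans exons 3 and 4 of transcript H3f3b-202. It also spans exons 1 and 2 of transcript H3f3b-201 and covers the start of that transcript. The exons of H3f3b-201 are numbered 1 to 4, and the study's text gives the gene 4 exons. The region was called in all 4 libraries. The percentile of the area was 94.2 and 95.5 in WT and 87.0 and 81.4 in cKO. The region over exon 1 of H3f3b-202 (116027762 to 116028173) lay upstream of H3f3b-201. It was also called in all 4, at 23.7 and 34.3 in WT and 28.7 and 42.5 in cKO.

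To ask whether the genotypes differed in the amount of accessible chromatin, the lists were compared by length. The mean number of peaks was 60340.5 ± 6503 (SD, n = 2) in WT and 56419.5 ± 6314 (SD, n = 2) in cKO. The difference of -3921 peaks was smaller than the spread between replicates (exact permutation test, two-sided, p = 0.667, where the smallest possible p is 0.333). The difference was 677.5 peaks without WT replicate 2 and 543.5 without cKO replicate 1, but -8519.5 without WT replicate 1 and -8385.5 without cKO replicate 2. Covered length was 33.1 ± 2.97 Mb (SD, n = 2) in WT and 30.6 ± 3.06 Mb (SD, n = 2) in cKO. This difference of -2.54 Mb was also within the spread (exact permutation test, two-sided, p = 0.667), and it ranged from -4.71 to -0.373 Mb when single libraries were left out. Replicate 2 had the longer list in both genotypes, by 1.16 times in WT and 1.17 times in cKO. Within replicate numbers 1 and 2, cKO minus WT was -3787 and -4055 peaks and -2.61 and -2.47 Mb. Most of the spread thus lay between the replicate numbers, which the permutation test did not take into account.

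The similarity of the lists followed genotype. The base-pair Jaccard index, the shared length divided by the joint length, was 0.813 between the WT libraries and 0.792 between the cKO libraries. Between genotypes it ranged from 0.689 to 0.724 over 4 pairs. The mean for the same genotype exceeded that for different genotypes by 0.0922, with an SD of 0.0149 over the pairs of different genotype. Under the other 2 splits of the libraries the same difference was -0.0343 and -0.0578. The value farthest from it, 0.112, came without cKO replicate 2.

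Merging all peaks gave 71243 union regions, of which 44820 (62.9%) were called in all 4 libraries. Of the remainder, 2653 regions were gained in cKO and 5164 were lost. Gained and lost regions together were 10.97% of the union. Splitting the libraries by replicate number gave 2107 such regions, of which 2096 were called in both replicate 2 libraries alone, and the crossed split gave 223. The genotype split therefore had 6.71 times the mean of the other 2 splits, and between 2.02 and 2.44 times when single libraries were left out. With 3 splits in all, no p-value is given. Gained and lost regions held weaker peaks than shared ones. The median percentile of the area was 19.0 for gained and 19.8 for lost regions, against 59.7 for regions called in all 4.

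**Figure D1:**
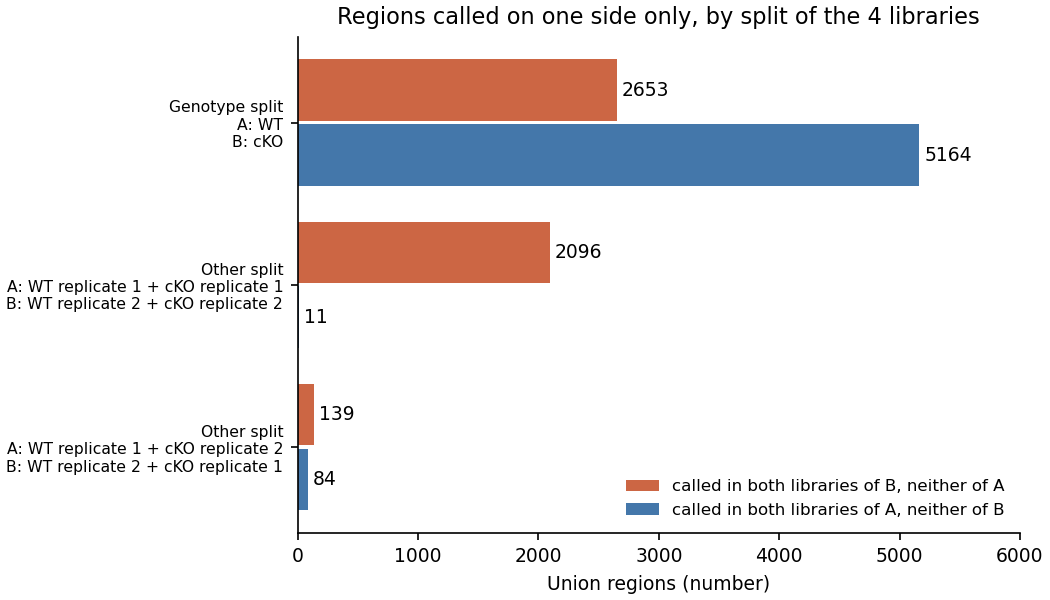
Number of union regions (horizontal axis) called in both libraries of one side and neither of the other, for the genotype split and the other 2 splits of the 4 libraries. The genotype split has 2653 gained and 5164 lost regions, while the split by replicate number has 2096 and 11 and the crossed split 139 and 84.

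The counts depended on single libraries and on the length of the lists. Without WT replicate 2 there were 5276 gained regions, and without cKO replicate 1 there were 6511. Lost regions numbered 10212 without WT replicate 1 and 9078 without cKO replicate 2. With lists of equal length, 4320 regions were gained and 4485 lost, so the lost share of the 2 sets was 50.9% in place of 66.1%. Of the 2653 gained regions, 2005 overlapped a gained region under equal lengths, as did 3000 of the 5164 lost regions with lost ones. With peaks above the median area of each list, 1349 regions were gained and 2501 lost. Only 122 of the 2653 gained and 126 of the 5164 lost regions overlapped those.

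The genomic location of gained and lost regions was then compared. Intergenic regions were 40.2% of gained regions (1066 of 2653, Wilson 95% interval 38.3% to 42.1%) and 31.3% of lost regions (1618 of 5164, 30.1% to 32.6%). The difference was 8.85 percentage points (95% interval 6.60 to 11.1, Fisher's exact test, adjusted p = 1.32e-14). The alternative that moved it most, classes from protein-coding genes only, gave 11.4 percentage points. Introns held 48.2% of gained regions (46.3% to 50.1%) and 58.0% of lost regions (56.6% to 59.3%), a difference of -9.75 percentage points (-12.1 to -7.42, Fisher's exact test, adjusted p = 8.00e-16). Introns were thus the most frequent class in both sets. Counting only protein-coding genes as genes raised the intergenic share of gained regions to 49.2%, above their intron share of 43.4%, while lost regions stayed mostly intronic at 54.6%. Promoters made up 6.52% of gained and 4.98% of lost regions, a difference of 1.54 percentage points (0.465 to 2.69, Fisher's exact test, adjusted p = 0.00544). The promoter difference was 0.951 without WT replicate 1, 0.962 without cKO replicate 1 and 0.575 without cKO replicate 2. It did not pass under 3 alternatives, and a promoter of 2.5 kb on both sides gave 0.0264 percentage points (Fisher's exact test, adjusted p = 0.975). Among regions called in all 4 libraries, 20.2% were promoters, 44.4% introns and 28.0% intergenic.

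Because the study asked about interferon-stimulated genes after loss of H3.3, regions near such genes and near 3 other gene lists were tested. The ISGs tested were a general list, not the set that the study defined. Of the 241 regions nearest to an ISG, 35 were gained (14.5%), against 718 of 28745 regions nearest to other genes (2.498%). The odds ratio was 6.63 (95% interval 4.60 to 9.56, Fisher's exact test, two-sided, p = 1.64e-16, adjusted over 8 tests 1.31e-15). It was 3.75 without WT replicate 2, 4.15 without cKO replicate 1 and 4.63 with the stricter threshold. By gene, 22 of the 89 ISGs with a region within 10 kb had a gained region (24.7%), which lay at percentile 100 of 10000 random lists matched on the number of regions, whose median share was 6.74%. Under the split by replicate number, the odds ratio for regions called in both replicate 2 libraries alone was 1.15 (p = 0.678, Fisher's exact test). The crossed split had 1 and 0 regions near ISGs on its sides, too few for a comparison. For lost regions near ISGs the odds ratio was 0.560 (0.276 to 1.13, Fisher's exact test, adjusted p = 0.389). By gene the share with a lost region was 8.99%, at percentile 2.08 of the matched random lists.

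The other 3 lists showed no difference that passed the correction. For p53 target genes the odds ratio was 0.878 for gained and 0.785 for lost regions, resting on 3 and 6 regions. For sterol and lipid synthesis genes it was 0.694 for gained and 1.64 for lost regions (2 and 10 regions). For macrophage identity genes it was 1.28 and 1.33 (7 and 16 regions). Adjusted p-values of these 6 tests ranged from 0.389 to 1. The intervals were wide. That for sterol and lipid synthesis genes and lost regions, for example, ran from 0.855 to 3.15, and without WT replicate 1 its odds ratio was 1.00 (0.561 to 1.79).

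**Figure D2:**
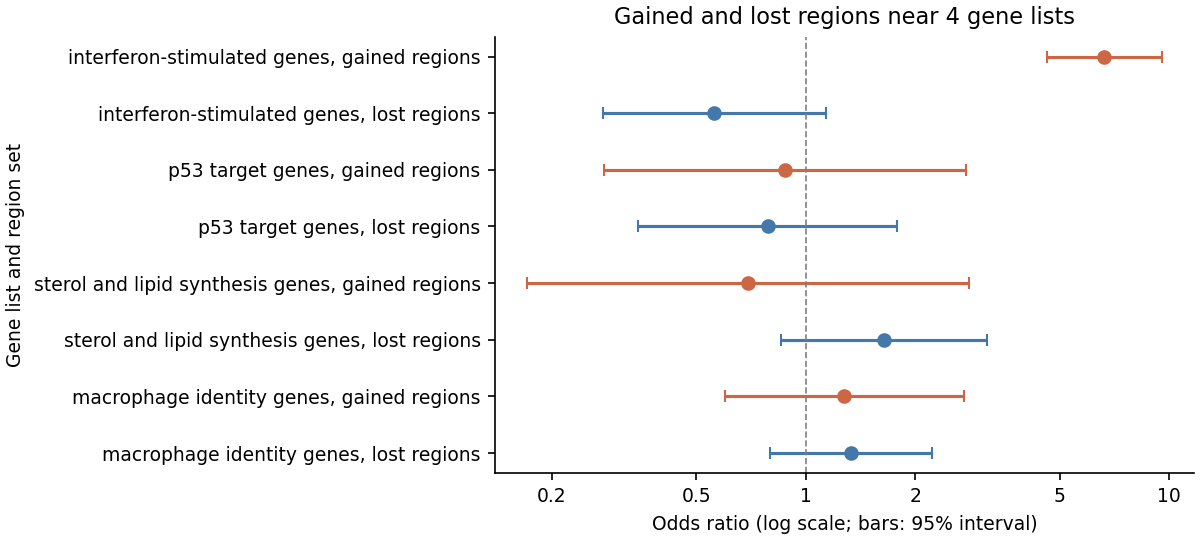
Odds ratio (log scale, points) with its 95% interval (bars) for gained (orange) and lost (blue) regions near the genes of 4 lists, with the dashed line at 1. The interval for gained regions near interferon-stimulated genes runs from 4.60 to 9.56, and the other 7 intervals include 1.

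Regions at individual genes were examined next. Ifi44 (ENSMUSG00000028037.13, chromosome 3, 151730922 to 151749960, reverse strand) had 5 regions, and all 5 were gained. They lay between 151739640 and 151750122, were all centred in introns, and reached percentiles of 51.6 to 79.9 in the cKO lists. The region at 151749387 to 151750122 also covered the annotated 5′ end of the gene, at percentiles 72.5 and 74.5 in cKO. Lpin1 (ENSMUSG00000020593.15, chromosome 12, 16535669 to 16610966, reverse strand) had 10 regions, of which 6 were called in all 4 libraries and 1 was lost. The lost region (16580083 to 16580460) was intronic, at percentiles 18.6 and 31.0 in WT. A further intronic region called in all 4 (16588546 to 16589198) was at percentiles 68.2 and 76.1 in WT and 17.2 and 17.6 in cKO. By contrast, a region beyond the 3′ end (16532065 to 16533794) was at 76.8 and 79.0 in WT and 95.8 and 97.2 in cKO. In WT this region was split into separate peaks, with the weaker ones at 58.2 and 59.9, and the cKO peaks overlapped all of them. Its percentiles thus compare peaks of unlike extent.

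**Figure D3:**
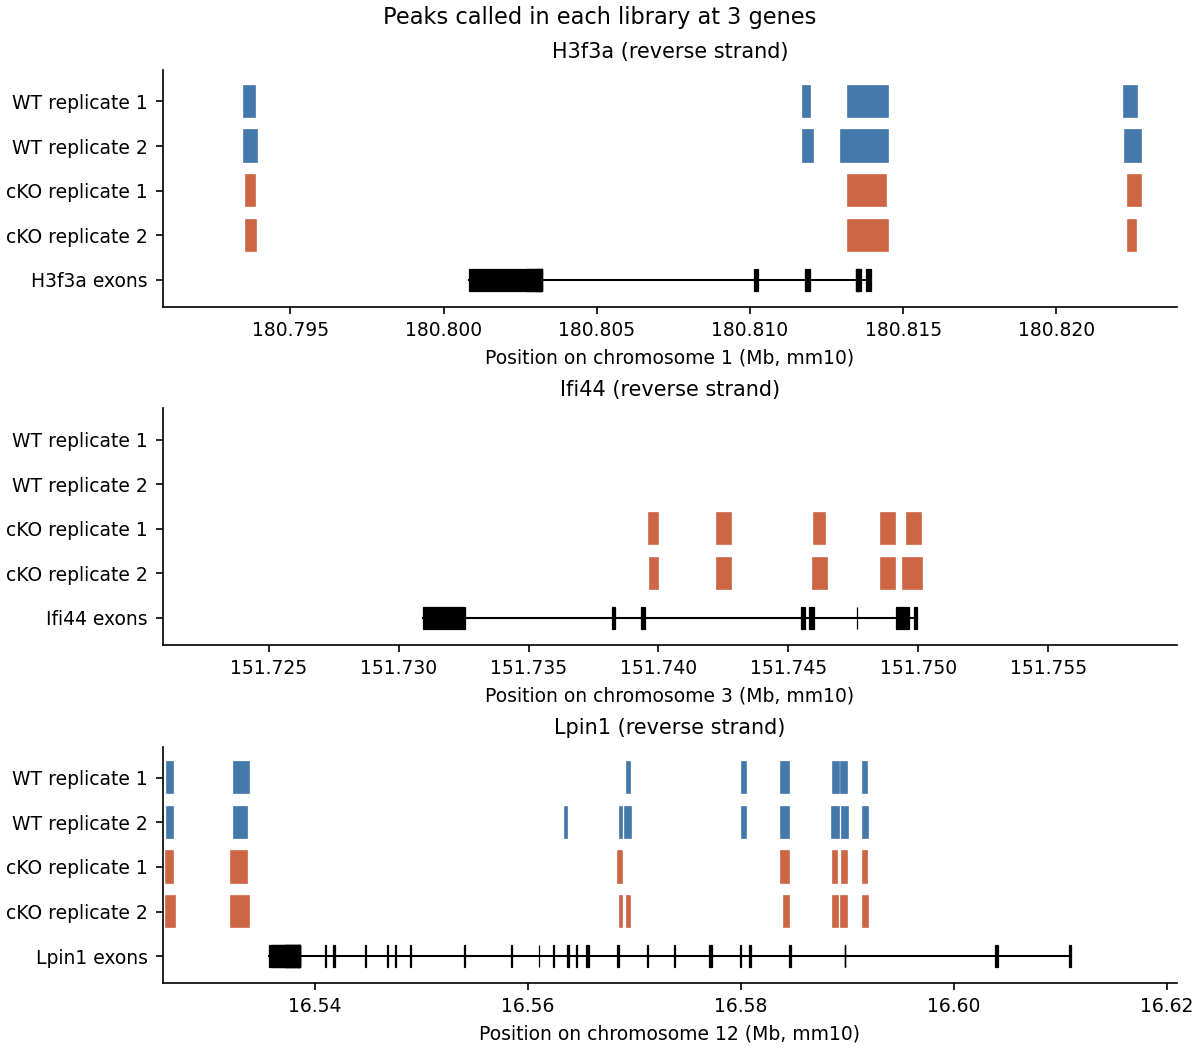
Peaks (boxes) called in the 2 WT (blue) and 2 cKO (orange) libraries along chromosomes 1, 3 and 12 (position in Mb, mm10), with the exons of H3f3a, Ifi44 and Lpin1 in black. The exon 2 region of H3f3a has peaks in WT alone, all 5 regions at Ifi44 have peaks in cKO alone, and Lpin1 has 1 lost region among 10.

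Among the sensors and regulators of the interferon response, Ddx58 (the gene for RIG-I) had 1 gained region of 5, Tmem173 (the gene for STING) 1 lost of 5 and Ifi204 1 lost of 9. Irf7 and Mavs had neither. Irf8 had 3 lost regions of 9, Tk1 3 lost of 9, Spi1 1 lost of 9 and Mki67 1 lost of 6. The lost regions counted for Tk1 and Tmem173 all lay outside the gene bodies, in the 10 kb on their sides. Those of Irf8, Spi1, Mki67 and Ifi204 lay inside the gene bodies. Adgre1 had 2 gained regions of 7 and Cdkn1a 1 gained of 5. Bcl2l11, Col1a1, Rac3, Sptssa, Itgam and Impdh1 had neither gained nor lost regions, and no region was called near Cntnap5c. These counts moved easily: the gained regions of Adgre1 and the lost region of Spi1 were absent with lists of equal length, while all 5 regions of Ifi44 stayed gained under the stricter threshold and under equal lengths.

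The gained region that ranked highest was on chromosome 2 at 140653469 to 140661856, 8388 bp wide, centred in an intron within the bodies of Flrt3 and Macrod2, with a mean percentile of 99.95 in the cKO lists. The next were on chromosome 12 (59039045 to 59042192, intergenic, nearest TSS Trappc6b), chromosome 9 (96329969 to 96332406, intergenic, nearest TSS Atp1b3), chromosome 4 (86653558 to 86660253, an exon of Plin2) and chromosome 10 (60298398 to 60302346, an intron of Psap), with mean percentiles from 94.6 to 97.9. The 5 top lost regions were lower in rank and narrower. They lay on chromosome 2 (102056949 to 102057715, promoter class, nearest TSS Ldlrad3, mean percentile 80.7), chromosome 6 (116735273 to 116735785, intergenic), chromosome 10 (88345860 to 88346794, an intron of Dram1), chromosome 4 (33264960 to 33265716, an intron at Pnrc1) and chromosome 12 (80885153 to 80885867, intergenic), the last at 70.3.

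To ask which transcription factor motifs distinguished the sets, 7 consensus motifs were compared near the summits. AP-1 matches were found in 22.6% of gained regions (599 of 2653) and 7.28% of lost regions (376 of 5164), an odds ratio of 3.71 (95% interval 3.23 to 4.27, Fisher's exact test, two-sided, adjusted p = 4.41e-78). It was 4.66 with the stricter threshold and 2.88 without cKO replicate 2. The sides of the crossed split, which have no genotype direction, also differed in AP-1 matches. They held 6 of 139 and 12 of 84 regions (odds ratio 0.271, Fisher's exact test, adjusted p = 0.0383). RUNX matches were also more frequent in gained regions (12.6% against 7.38%, odds ratio 1.80, Fisher's exact test, adjusted p = 3.76e-13). CTCF matches were found in 5.96% of gained and 1.70% of lost regions (odds ratio 3.65, 2.80 to 4.76, Fisher's exact test, adjusted p = 2.70e-22). This odds ratio was 1.68 without WT replicate 1, 2.39 without cKO replicate 2 and 6.34 with lists of equal length, and the crossed split of the libraries gave 7.30 (21 of 139 regions against 2 of 84). Conversely, by the same exact test, NF-kB matches were less frequent in gained regions (2.94% against 7.01%, odds ratio 0.402, adjusted p = 2.14e-14), as were PU.1 matches (8.97% against 12.8%, odds ratio 0.674, adjusted p = 6.82e-07) and C/EBP matches (13.1% against 15.1%, odds ratio 0.851, adjusted p = 0.0242). The split by replicate number, which does not follow genotype, also gave an NF-kB odds ratio below 1, at 0.0853 (Fisher's exact test, adjusted p = 0.0308). It compared 65 of 2096 regions with 3 of 11, so its smaller side held few regions. The C/EBP odds ratio was 0.966 (0.853 to 1.09) without WT replicate 1 and 0.892 (0.790 to 1.01) without cKO replicate 2, with 1 inside both intervals. The ISRE did not differ (4.30% against 4.42%, odds ratio 0.972, Fisher's exact test, adjusted p = 0.861), but it passed with an odds ratio of 1.40 (Fisher's exact test, adjusted p = 0.0244) under the stricter threshold, while without cKO replicate 1 it lay on the other side of 1, at 0.785 (0.654 to 0.942). Regions called in all 4 libraries had AP-1 matches in 14.3%, NF-kB matches in 5.14% and CTCF matches in 3.49%, each between the values of the gained and lost sets. These regions held stronger peaks, in which CTCF matches were rarer in every list, so their CTCF share is no like measure for weak regions.

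**Figure D4:**
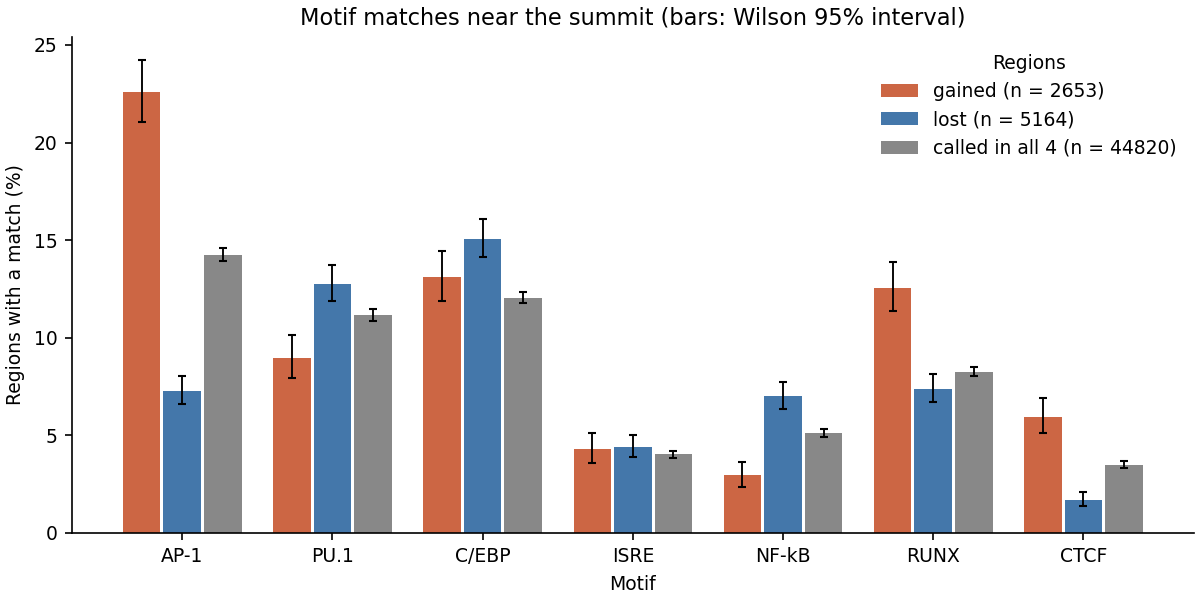
Share of regions with a motif match within 100 bp of the summit (vertical axis, %) for gained (orange), lost (blue) and shared (grey) regions, with Wilson 95% intervals as error bars. AP-1 shows the widest gap, at 22.6% of gained and 7.28% of lost regions.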

Values the study reported

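From read counts tested with DiffBind, the study reported 31198 sites of differing accessibility at an FDR below 0.05. It counted 15638 sites as gained and 15560 as lost in cKO cells. It placed most gained sites in intergenic DNA and most lost sites in introns.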

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

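Classes from protein-coding genes only and odds ratios within GC strata were chosen after the data were seen. The other alternatives were chosen before.

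Of 10 results that passed a test, 9 kept their direction and stayed past the threshold under all their alternatives that kept the 4 libraries and were tested. The promoter share was the exception, at 1.20 percentage points with the stricter peak threshold, 0.0264 with a promoter of 2.5 kb on both sides and 0.690 with protein-coding genes only; the cause was not tested. These alternatives leave out the replicate block, which was not tested and gave lower values, listed below. Over them, the odds ratio for ISGs and gained regions ranged from 4.63 to 7.66, that for AP-1 from 3.48 to 4.66 and that for CTCF from 3.39 to 6.34.

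With the stricter threshold, 1349 regions were gained and 2501 lost, as fewer peaks entered. Odds ratios that crossed 1 without passing a test were 1.75 and 1.11 for p53 target genes (gained, lost), 1.78 and 0.829 for sterol and lipid synthesis genes (gained, lost) and 0.665 for macrophage identity genes (gained). The ISRE odds ratio crossed 1 to 1.40 and passed (Fisher's exact test, adjusted p = 0.0244, over its alternatives from 0.0244 to 1); the cause was not tested. With lists of equal length, 4320 regions were gained, the genotype split had 22.1 times the mean of the other splits, the Jaccard difference was 0.111, and odds ratios that crossed 1 were 1.10 and 1.07 for p53 target genes (gained, lost) and 0.769 for macrophage identity genes (gained). The share of lost regions of 50.9% in place of 66.1% follows partly from the equal lengths themselves. Calls by cover of at least 50% gave 1.27 and 1.03 for p53 target genes (gained, lost) and 1.01 for the ISRE. Summit windows gave 1.17 for sterol and lipid synthesis genes (gained), a TSS within 50 kb gave 1.08 for p53 target genes (lost) and 0.995 for macrophage identity genes (gained), and motif matches within 50 bp gave 1.17 for the ISRE. Reciprocal overlap gave a Jaccard difference of 0.0754. Among matched random lists, macrophage identity genes with gained regions lay at percentile 46.2 and ISGs with lost regions at percentile 2.08, below the limit of 2.5. The cause of these changes was not tested.

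Leaving out each library gave 2756 to 6511 gained and 5449 to 10212 lost regions, a rise that follows partly from asking for fewer libraries. The genotype split then had 2.02 to 2.44 times the mean of the other splits. Odds ratios ranged from 3.75 to 6.78 for ISGs and gained regions, from 2.88 to 3.89 for AP-1 and from 1.68 to 4.67 for CTCF, with CTCF lowest without WT replicate 1. The promoter difference ranged from 0.575 to 1.60 percentage points, and the odds ratios from 0.772 to 0.966 for C/EBP and from 0.785 to 1.21 for the ISRE. The Jaccard difference ranged from 0.0777 to 0.112. For the named genes, a count was taken as moved if it changed by more than 1.5 times, or to or from 0. Of the counts of gained or lost regions, 27 of 230 moved under the other alternatives. When a library was left out, 25 of 184 moved. Smaller changes were not counted, such as 3 to 4 lost regions at Tk1 with lists of equal length.

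Replicate numbers are shared between the genotypes in the labels, which do not say what a number marks. Deviations of the percentile from the genotype mean correlated across 44820 regions at r = 0.295 between the genotypes, over 2 pairs, which is too few to show a pairing. With the replicate number as a block, the intron difference was -7.27 percentage points and the odds ratios were 3.87 for ISGs and gained regions, 2.86 for AP-1 and 2.08 for CTCF. Within replicate numbers 1 and 2 the odds ratio for ISGs and gained regions was 3.66 (2.62 to 5.11) and 4.08 (3.003 to 5.54), the CTCF odds ratio was 3.18 (2.72 to 3.73) and 1.36 (1.18 to 1.58), and that for C/EBP was 0.789 (0.715 to 0.871) and 0.945 (0.862 to 1.03). For AP-1 the odds ratio within replicate numbers 1 and 2 was 2.38 (2.15 to 2.62) and 3.45 (3.14 to 3.80), with intervals that do not overlap. The promoter difference with the block was 0.527 percentage points, and its intervals within replicate numbers 1 and 2 (-0.229 to 1.38 and -0.222 to 1.23) both included 0. Within the numbers, the cKO minus WT difference was -3787 and -4055 peaks and -2.61 and -2.47 Mb, of like size, so most of the spread between replicates in these measures was the difference between the numbers.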

Other observations

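In the tests below, only 3 were fixed before their result was seen: the 2 that set Lyz2 against its neighbours and against other macrophage genes, and that of 4933407K13Rik. The tests on copies of H3f3b, runs, chromosome X as a whole and CTCF were chosen or reworked after the result was seen.

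The number of gained regions here was 2653. That is lower than the value quoted from the study above. The number of lost regions here was 5164. That is also lower than the value quoted from the study above. Gained and lost regions together numbered 7817. That is again lower than the value quoted above. Regions called by presence or absence of a peak and sites tested on read counts are different measures.

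Peaks at Lyz2, the gene that carries the Cre cassette, were lower within the cKO lists. On chromosome 10, the region at 117274854 to 117279104 was at percentiles 99.98 and 99.98 in WT and 27.5 and 52.5 in cKO, the 16th strongest fall of 44820 regions called in all 4 libraries. The region at 117279621 to 117282581 was at 96.1 and 99.0 in WT and 57.4 and 59.4 in cKO. A general fall of macrophage regions is argued against by the 142 regions near other macrophage identity genes, of which 1 fell as far. The median change of 17 regions between 20 and 200 kb away was -7.37 points (range -25.9 to 3.76), against -1.10 over all 44820 regions. A change local to Lyz2, such as the cassette itself, is therefore a candidate explanation, though the neighbours were not wholly unchanged. An effect of H3.3 loss on Lyz2 stays open, since Cre and the deletion come together in these animals.

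H3f3b kept its calls in both cKO libraries. Copies of H3f3b elsewhere in the genome could supply reads. Of the 1122 bp of the widest region over the gene body, 24.1% matched other positions at 95% identity or more over at least 50 bp. A measure set after that result, the share of bases inside the cKO peaks with no such match, was 74.3%, but it follows almost wholly from the first. A part played by copies cannot be told apart from reads of the gene itself, since peaks do not show where single reads matched. By the exons that the study's text names, the called region lies at the floxed segment. The text also describes deletion of H3f3b as variable, either complete or partial. Incomplete deletion stays open as well, and its extent in these libraries was not tested.

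Some gained regions lay in runs. With gaps of at most 5 kb and at least 5 regions there were 5 runs, at Osbpl8, Mx1, Ifi44, Rasgef1b and Atp1b3, the longest with 11 regions over 28081 bp at Rasgef1b (chromosome 5, 99215268 to 99243348), and there were 0 runs of lost regions. This definition was picked from 4 that were looked at. At least 4 regions gave 7 gained and 0 lost runs, and gaps of 10 kb with at least 5 regions gave 6 and 0. At least 3 regions gave 22 and 21, so gained and lost runs were about equal in number there, from 2653 and 5164 regions. Shuffling the gained calls among regions not called in every library gave as many gained runs in 0 of 1000 shuffles under each of the 4 definitions, with a median of 1 run of at least 3 regions (highest 6). Shuffled lost calls gave 21 runs of at least 3 regions in 0 of 1000, with a median of 8 (highest 18). Scatter of the gained calls is thus argued against. The runs held no excess of repeats, with 17.6% of their bases masked as repeats and 19.6% in other gained regions. These shares come without a spread, so a part played by repeats stays open. A gain in copy number cannot be told apart: no region called in all 4 libraries lay inside the runs, and 31 such regions within 50 kb changed by a median of 5.45 percentile points, from -33.5 to 40.8. Transcription through these genes in cKO cells may also open them, which was not tested.

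Xist, expressed from the inactive X chromosome, had 2 of 3 regions called in both replicate 2 libraries alone. The same held for 18 of 21 regions at Firre on chromosome X. The longer lists of replicate 2 are argued against as the whole cause by chromosome X, where 6.81% of regions had this pattern against 2.84% on the autosomes (odds ratio 2.504, Fisher's exact test, two-sided, p = 3.04e-18). Female animals behind replicate 2 and male animals behind replicate 1 would be consistent with this. A first test of sex, peaks on chromosome Y, decided nothing, with 0 in all 4 lists. Whether chromosome Y was filtered out is not stated. Without such a filter, 0 peaks there would speak against male animals behind replicate 1. The gene 4933407K13Rik, which lies at the Dxz4 repeat of the inactive X, was then chosen after Xist and Firre had been seen, and 8 of its 9 regions had the pattern. The study's text states that mice of both sexes were used, but the labels give no sex. Both numbers occur in both genotypes, so such a difference would not separate WT from cKO.

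The CTCF motif was more frequent in gained than in lost regions, with an odds ratio of 3.65. GC content is argued against as the cause, since the odds ratio within GC strata was 3.82. However, the crossed split of the libraries, which does not follow genotype, gave an odds ratio of 7.30 (Fisher's exact test, adjusted p = 0.0169) from 139 and 84 regions. The CTCF share of all peaks was 3.33% and 3.95% in the WT lists and 3.96% and 4.12% in the cKO lists, with WT replicate 1 lowest. Differences between single libraries may thus account for part of the CTCF result, and an effect of genotype stays open. CTCF matches also followed peak strength. They were found in 5.50% to 6.55% of peaks up to the median area of each list, against 1.15% to 1.69% of stronger peaks. Gained and lost regions both held weak peaks. The gained share of 5.96% lay within the range of weak peaks, and the lost share of 1.70% lay below it. The difference thus rested more on a low share in lost regions. The crossed split also gave an AP-1 odds ratio of 0.271 (Fisher's exact test, adjusted p = 0.0383), from 6 of 139 and 12 of 84 regions. Its sides have no genotype direction, so a value below 1 departs from 1 as much as its inverse would. Single libraries can thus differ in AP-1 matches whatever their genotype. The AP-1 share of all peaks was 13.01% and 12.6% in WT and 14.7% in both cKO lists.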
